# Pleiotropic Effect of a High Resolution Mapped Blood Pressure QTL on Tumorigenesis

**DOI:** 10.1371/journal.pone.0153519

**Published:** 2016-04-13

**Authors:** Xi Cheng, Harshal Waghulde, Blair Mell, Kathryn Smedlund, Guillermo Vazquez, Bina Joe

## Abstract

This study is focused on a translationally significant, genome-wide-association-study (GWAS) locus for cardiovascular disease (QT-interval) on human chromosome 17. We have previously validated and high resolution mapped the homologous genomic segment of this human locus to <42.5 kb on rat chromosome 10. This <42.5 kb segment in rats regulates both QT-interval and blood pressure and contains a single protein-coding gene, rififylin (*Rffl*). The expression of *Rffl* in the hearts and kidneys is differential between Dahl S and S.LEW congenic rats, which are the strains used for mapping this locus. Our previous study points to altered rate of endocytic recycling as the underlying mechanism, through which *Rffl* operates to control both QT-interval and blood pressure. Interestingly, *Rffl* also contributes to tumorigenesis by repressing caspases and tumor suppressor genes. Moreover, the expression of Methyl-CpG Binding Domain Protein 2 (*Mbd2*) in the hearts and kidneys is also higher in the S.LEW congenic strain than the background (control) Dahl S strain. *Mbd2* can repress methylated tumor suppressor genes. These data suggest that the S.LEW congenic strain could be more susceptible to tumorigenesis. To test this hypothesis, the S and S.LEW strains were compared for susceptibility to azoxymethane-induced colon tumors. The number of colon tumors was significantly higher in the S.LEW congenic strain compared with the S rat. Transcriptomic analysis confirmed that the chemical carcinogenesis pathway was significantly up-regulated in the congenic strain. These studies provide evidence for a GWAS-validated genomic segment on rat chromosome 10 as being important for the regulation of cardiovascular function and tumorigenesis.

## Introduction

This study is focused on a genome-wide-association-study (GWAS) locus for QT-intervals on human chromosome 17 [1]. In our previous study, we have already validated and high resolution mapped the homologous genomic segment of this human locus to <42.5 kb on rat chromosome 10. This was done by generating and characterizing S.LEW congenic rats with chromosomal segments from the normotensive Lewis (LEW) rat introgressed onto the genetic background of the hypertensive Dahl salt-sensitive (S) rat [2–7]. The locus in rats regulates both QT-interval and blood pressure and contains a single protein-coding gene, rififylin (*Rffl*) [7]. While there are no exonic variants, the expression of *Rffl* in the hearts and kidneys is differential between Dahl S and S.LEW congenic rats, which are the strains used for mapping this locus [7, 8]. Our study points to the altered rate of endocytic recycling as the underlying mechanism, through which *Rffl* operates to control both cardiac QT-intervals and blood pressure [7].

The functions of *Rffl* (rififylin) are: (a) rififylin is an endosome associated ubiquitin ligase; (b) rififylin is also known as caspases-8- and -10-associated RING protein 2 (*CARP-2*), which is an apoptotic inhibitor contributing to tumorigenesis by negatively regulating the levels of caspases (e.g., CASP8 and CASP10) and tumor suppressor genes through its direct ubiquitination and targeting for proteasomal degradation [9, 10]; (c) rififylin-mediated PKC activation is important for facilitating the migration of fibroblasts and tumor cells [11]. Interestingly, our previous results showed that the expression of a tumor regulatory gene, Methyl-CpG Binding Domain Protein 2 (*Mbd2*), in the hearts (Table 2 in Reference [7]) and kidneys (Table A1 in Reference [8]) was also expressed higher in the S.LEW congenic strain compared with the S rat. *Mbd2* can function as a transcription repressor by specifically binding to methylated promoters of tumor suppressor genes [12]. Dysregulation of *Mbd2* expression has also been reported in colorectal cancer [13]. These observations taken together with reports of hypertension to be associated with an increased risk of developing cancer [14, 15], were intriguing to construct the hypothesis that the congenic segment perturbs pathways relevant to tumorigenesis and renders the S.LEW congenic strain more susceptible to develop tumors.

Tumorigenesis was therefore examined in the S.LEW congenic strain compared with S. Data collected indicated that the congenic strain indeed demonstrated a higher susceptibility to develop azoxymethane-induced tumors. Cellular apoptosis was also markedly inhibited in the congenic strain. Colonic transcriptomic analysis indicated that the expected pathway of chemical carcinogenesis was upregulated in the congenic strain. Additionally, several pathways between the two strains were differential, including PPARα signaling and bile acid secretion pathways which were both upregulated, and the MAPKinase pathway which was downregulated in the congenic strain compared with S. This study therefore further extends the previous association of cardiovascular traits located on the chromosome 17 segment in humans and its homologous locus in rats, to the co-localization of the phenotype of tumorigenesis.

## Materials and Methods

### Reagents

Azoxymethane 13.4 M, ≥98% pure (AOM) and *In Situ* Cell Death Detection Kit, TMR red were purchased from Sigma (St. Louis, MO, USA).

### Animal experiments

All animal procedures and protocols described in this study were approved by the University of Toledo Institute Animal Care and Use Committee. Dahl salt-sensitive rats (SS/Jr) were from our colony and will be referred to as S. The congenic rat described in this study is the S.LEW(10)x12x2x3x5 (S.LEW congenic) strain [5]. Only male rats were used for the current study, in order to match the blood pressure QTL inference drawn from a previous study [7] conducted using male rats. All the experimental rats were weaned at 28–30 d of age and fed with a low salt (0.3% NaCl) Harlan Teklad diet. At six weeks of age, 14 S and 14 S.LEW congenic rats received intraperitoneal (IP) injection of AOM in sterile saline at a dose of 15mg/kg body weight once a week for two consecutive weeks, following which, two animals per cage, one S rat and one congenic rat, were housed in a room with a 12-hour light/dark cycle. Body weights were recorded weekly during the whole study period. At 30 weeks of age, all the rats were euthanized by carbon dioxide inhalation. Final body and organ weights for each rat were documented. Colon tissues were harvested, dissected longitudinally, and washed with saline. The number and sizes of the colon tumors were recorded by a researcher who was blinded to the identities of the rats.

### Tissue sectioning and in situ TUNEL assay

Areas of colon tissues without visible tumors were dissected from AOM-treated S and S.LEW congenic rats (n = 3/group). Tissues were embedded in O.C.T., frozen in the Peltier stage of the cryostat (Thermo Scientific R. Allan HM550 Cryostat). The embedded colon tissues were then processed for sectioning and tissue sections (10 μm) were collected onto Fisher Superfrost Plus-coated slides. Apoptosis assay of colon tissue sections was performed by using the *in situ* cell death detection kit (Roche, IN) according to the manufacturer’s protocol. Cell nuclei were stained blue with 4',6-diamidino-2-phenylindole (DAPI) and the apoptotic cells were stained red with the TUNEL reaction mixture containing the terminal transferase. In the negative control sections, the TUNEL reaction mixture was replaced with the Label Solution without the terminal transferase. Stained sections were scored as described in Smedlund KB, *et al* [16]. Briefly, three independent operators blinded to the study scored all the TUNEL stained sections with the following scoring system for apoptotic cells: none (score: 0), low (score: 1), intermediate (score: 2) or high (score: 3). The categorical scores were analyzed in the contingency table using GraphPad Prism version 6 and the p-value was computed using the chi-square test (χ^2^ test).

### RNA labeling and array hybridization

mRNA from colons of 3 S and 3 S.LEW congenic rats receiving AOM treatment were extracted for transcriptome analysis using TRIzol Reagent (Life Technologies) as per the manufacturer's protocol. RNA quantity and quality were measured by NanoDrop ND-1000. RNA integrity was assessed by standard denaturing agarose gel electrophoresis. The Rat 4x44K Gene Expression Array v3 representing 39,000+ rat genes and transcripts (Agilent) was used for the microarray experiments. Sample labeling and array hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology) by Arraystar Inc. Briefly, total RNA from each sample was linearly amplified and labeled with Cy3-UTP. The Labeled cRNAs were purified by RNeasy Mini Kit (Qiagen). The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by NanoDrop ND-1000. 1 μg of each labeled cRNA was fragmented by adding 11 μl 10X Blocking Agent and 2.2 μl of 25X Fragmentation Buffer, then heated at 60°C for 30 min, and finally 55 μl 2X GE Hybridization buffer was added to dilute the labeled cRNA. 100μl of hybridization solution was dispensed into the gasket slide and assembled to the gene expression microarray slide. The slides were incubated for 17 hours at 65°C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed and scanned using the Agilent DNA Microarray Scanner (part number G2505C).

### Microarray analysis

Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed with using the GeneSpring GX v12.1 software (Agilent Technologies). After quantile normalization of the raw data, gene expression detected in at least 3 out of 6 samples was chosen for further data analysis. Differentially expressed genes with statistical significance were identified through Fold Change. Hierarchical Clustering was performed using the Agilent GeneSpring GX software (version 12.1). Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed in the standard enrichment computation method using differentially expressed transcript data obtained with a cut-off value of 2-fold change.

The transcriptome data collected through the microarray study was deposited in NCBI's Gene Expression Omnibus (Cheng X and Joe B, 2015) and are accessible through GEO Series accession number GSE75280.

### cDNA analysis

mRNA from colon tissues of 6 S and 6 S.LEW congenic rats receiving AOM treatment were extracted using TRIzol Reagent (Life Technologies). cDNA was obtained through reverse transcription with SuperScript III (invitrogen). The cDNA obtained was PCR amplified using sense (5’ TCCCCTCAATCAGAACAAGG 3’) and antisense (5’ CGCTGAGGGTCTGACTTCAC 3’) primers designed to span the exon 3 and the exon 4 of the *Mbd2* transcript and the PCR product amplified was also confirmed by DNA sequencing. Transcript expression of *Mbd2* was analyzed by the real-time PCR (BioRad) and the expression levels relative to the housekeeping gene *Pgk1* were calculated by the 2^-ΔΔCT^ method.

### Statistical Analyses

Student’s t-test was used for all the statistical analyses except for in situ TUNEL assay. Data was presented as means ± SEMs. P < 0.05 was considered to be statistically significant. Chi-square test (χ^2^ test) was used for analyzing the categorical scores in the contingency table for TUNEL assay as described above.

## Results

### Number and size of colon tumors

As shown in Fig 1A, colon tumors were successfully induced and observed in the experimental rats receiving the carcinogen AOM. The scatter plot in Fig 1B showed the distribution of the total number of colon tumors in each experimental rat and the plot indicated that the total number of colon tumors was significantly higher in the S.LEW congenic strain compared with the S rat (p = 0.0002). Colon tumors of different sizes were observed in both S and congenic rats. As shown in Fig 1C, the S rats had a higher percentage of relatively small colon tumors (size < = 6mm) and the S.LEW congenic rats had a higher percentage of relatively large colon tumors (size > 6 mm), which indicates a more rapid tumor progression in the S.LEW congenic strain compared with S. The results demonstrate that the congenic strain is genetically more susceptible to tumorigenesis.

**Fig 1:**
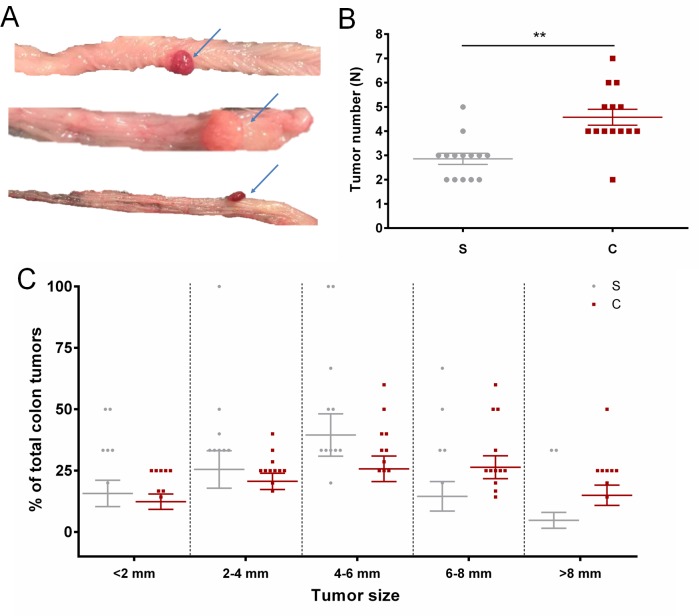
Colon tumors in the AOM-treated S and S.LEW congenic rats. (A) Blue arrows point to colon tumors of various sizes observed in experimental rats receiving AOM injection. (B) Scatter plot showing the distribution of the total number of colon tumors in all experimental rats. (C) Scatter plot comparing the percentage of colon tumors in different sizes between the S rats and the S.LEW congenic (C) rats. Each data point in the scatter plot represents one rat. The data points from rats that did not develop visible colon tumors are not included in the plot. All values were expressed as mean ± SEM. **: *P* < 0.01.

### Apoptosis in colon tissues

Analysis of TUNEL stained colon sections from the S rats exhibited a more robust staining for apoptotic cells (p < 0.0001, χ^2^ test) compared to that from the S.LEW congenic strain. For example, 54% of all the sections showed TUNEL staining with weak and intermediate intensity in the S rats compared to 17% of all the sections in the S.LEW congenic rats. Representative images of TUNEL stained colon sections are provided in Fig 2 to visualize the enhanced red staining for apoptotic cells in S rats compared to the S.LEW congenic strain. These results demonstrated that the lower level of apoptosis in the colon sections of the S.LEW congenic strain is consistent with more colon tumors observed in the congenic strain.

**Fig 2:**
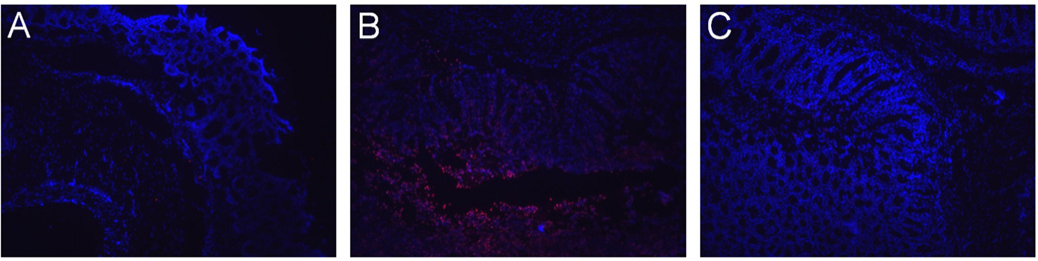
TUNEL assay of colon tissues from the AOM-treated S and S.LEW congenic rats (n = 3/group). All nuclei were stained with DAPI (blue). Cells with red stained nuclei were apoptotic cells. (A) Representative tissue section of the negative control, in which the TUNEL reaction mixture was replaced with the Label Solution without the terminal transferase (see Methods for details). (B) Representative tissue section from the S rat. (C) Representative tissue section from the S.LEW congenic strain. TUNEL staining was also scored by three independent operators blinded to the study groups.

### Differentially expressed genes in colon tissues

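Colon RNA from 3 S.LEW congenic rats (C1, C2 and C3) and 3 S rats (S1, S2 and S3) was hybridized to Agilent oligonucleotide arrays read in a single color, with 1 array per rat. The Dahl salt-sensitive (S) rat is an inbred hypertensive strain, and the congenic strain carries a short segment of the Lewis genome on the S background. Every rat had received azoxymethane (AOM), a carcinogen of the colon, in 2 injections of 15 mg per kg from 6 weeks of age, and was 30 weeks old when the colon was taken. The authors deposited the output of the array scanner, in which each of 42877 spots that are not controls has a background-corrected intensity. These spots read 30367 probes. The median intensity was 273 for C1, 214 for C2, 291 for C3, 594 for S1, 219 for S2 and 445 for S3, and between 73.8% (C2) and 87.6% (S3) of the spots of an array were well above background. No spot was saturated. Following the methods of the paper, the intensities were log2-transformed and quantile-normalized, a step that gives every array the same distribution of signals, and the 23971 probes well above background on at least 3 of the 6 arrays were kept. Spots that the scanner software flagged as outliers, between 274 and 419 per array, were left out, and the spots of one probe were averaged. The authors also deposited their own normalized log2 values for 23997 probes, whose Pearson correlation with the values used here was at least 0.9999 across probes on every array. The strains were compared with limma, which moderates the variance of each probe by that of all probes, with Benjamini-Hochberg adjustment over the probes tested. Gene names come from matching the accession of each probe to RefSeq genes of the GRCr8 assembly, which named 18005 of the 30367 probes, and otherwise from S1 Table. The arrays lay on a pair of slides, C1 with all 3 S rats on slide 1 and C2 with C3 on slide 2, so that a comparison within a slide rests on C1 alone for the congenic strain. With 3 rats per strain, an exact permutation test of one gene cannot give a p below 0.10, and the number of arrays limits the precision of each value.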

Transcriptome analysis indicated that a number of genes were differentially expressed between the colons of S and S.LEW congenic rats. Specifically, by using a p-value cut-off of 0.05 and a fold-change cut-off value of 2.0, 515 transcripts were upregulated and 178 transcripts were downregulated in the S.LEW congenic strain compared to S (S1 Table). 

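At the same cut-offs, limma called 775 probes higher and 563 lower in the S.LEW congenic strain among 23971 probes tested. On the same values the methods' t-test called 514 probes higher and 172 lower. After Benjamini-Hochberg adjustment neither limma nor the methods' t-test called any probe at an adjusted p under 0.05, the smallest adjusted p being 0.101 and 0.272. Without adjustment, 3108 probes (13.0%) lay under 0.05 with limma and 2585 with the methods' t-test. The 3 congenic rats stood wholly above or wholly below the 3 S rats at 17.7% of the probes, where chance gives 10% on average over groupings of the rats. Since probes vary together, a single grouping can stray from 10% without an effect of strain. The S rats differed more among themselves than the congenic rats did. Across probes the array of S2 correlated at 0.967 to 0.976 with the congenic arrays but at 0.900 with S1 and 0.936 with S3, while S1 and S3 correlated at 0.980 and the congenic arrays with each other at 0.974 to 0.978. Among the rats left out in turn, S2 moved the counts most. Without it 2399 probes were higher and 1725 lower at the same cut-offs, and limma gave 3007 probes at BH adjusted p under 0.05, up in the congenic strain, and 2555 probes at BH adjusted p under 0.05, down in it. BH is the Benjamini-Hochberg adjustment. With the slide as a block, limma called 551 probes higher and 225 lower. The probe of Hsd3b5 had a log2 fold change of 3.82 (standard error 0.90, adjusted p = 0.268 from limma), although only 1 of the 3 S arrays was well above background for it. Car1, listed as Ca1 in S1 Table, had a log2 signal of 15.45 ± 0.42 (SD, n = 3) in the congenic rats and 12.04 ± 1.5 (SD, n = 3) in the S rats, a log2 fold change of 3.41 (standard error 0.73, adjusted p = 0.232 from limma). The log2 fold changes of Myom2 and Dmbt1 were 3.30 and 3.21, with 2 of the 3 S arrays well above background for Myom2. Retnlb was not well above background on any congenic array and was therefore at least 12.8-fold lower in the congenic rats, a bound taken against the lowest signal among probes well above background on each array. Its log2 signal was 6.91 in S1, 10.32 in S2 and 8.95 in S3, and the bound was 7.37-fold without S2 and 24.0-fold without S1. Ceacam4, listed as Ceacam10 in S1 Table, had a log2 fold change of -4.86 (standard error 0.83) with 2 of 3 congenic arrays well above background, and B3gnt7 had one of -4.84 (standard error 1.12). All of these folds but that of Dmbt1 moved by over 1.5 times with 1 rat left out. For Hsd3b5 the log2 fold change was 3.07 without S3. Without S1 no S array was well above background for it, and it was at least 13.1-fold higher in the congenic rats. Without S1 and without S3 the log2 fold change was 4.25 and 2.84 for Car1 and 3.79 and 2.62 for Myom2. For Ceacam4 it was -5.64 without C2 and -3.96 without C3, and for B3gnt7 -6.17 without S1 and -3.92 without S2.

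**Figure D1:**
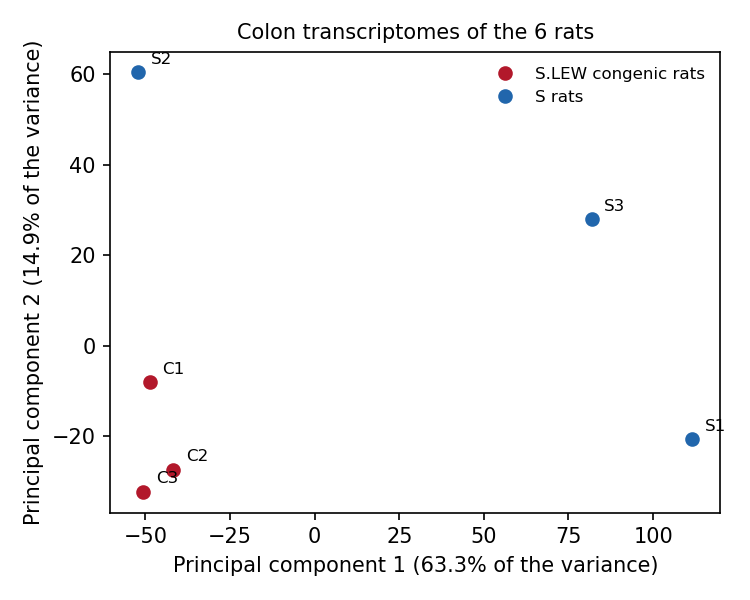
First and second principal components of the log2 signals of all tested probes, 1 point per rat, with S.LEW congenic rats (C1 to C3) in red and S rats (S1 to S3) in blue. On the first component, which holds 63.3% of the variance, S1 lies at 111.6 and S3 at 81.8, while S2 lies at -52.2 beside the congenic rats at -50.7 to -41.8; the second component, with 14.9%, sets S2 (60.4) apart from the congenic rats.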

A heatmap of all the differentially expressed transcripts is shown in Fig 3A. However, by using a more stringent p-value cut-off of 0.005 and a fold-change cut-off value of 2.5, the number of differentially expressed transcripts was further reduced to 53 transcripts upregulated and 13 transcripts downregulated in the S.LEW congenic strain compared to S (S2 Table). 

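With the more stringent cut-offs, limma called 169 probes higher and 49 lower in the congenic strain, and the methods' t-test called 53 and 13 on the same values. Without S2 limma called 804 and 1053, and without S3 78 and 17. The lowest adjusted p values from limma were 0.101 for Myh1 and 0.118 for Mybpc1, which were well above background on all 3 S arrays and on no congenic array. Mybpc1 was at least 7.12-fold and Myh1 at least 2.08-fold lower in the congenic rats. Scn4b, well above background on 1 of 3 congenic arrays, had a log2 fold change of -2.53 (standard error 0.24, adjusted p = 0.193 from limma). Slitrk2 was not well above background on any S array and was at least 6.45-fold higher in the congenic rats. Vash2 had a log2 signal of 7.68 ± 0.36 (SD, n = 3) in the congenic rats and 4.99 ± 0.38 (SD, n = 3) in the S rats, a log2 fold change of 2.69 (standard error 0.28), and RGD1559960 had one of 2.78 (standard error 0.38). For each of these genes every congenic rat lay on the same side of every S rat.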

The heatmap of differentially expressed transcripts as analyzed using the more stringent criteria is shown in Fig 3B. Our previous transcriptome analysis showed that the expression of Methyl-CpG Binding Domain Protein 2 (*Mbd2*) in the hearts (Table 2 in Reference [7]) and kidneys (Table A1 in Reference [8]) was significantly higher in the congenic rats compared with the S rats. In concordance with this observation, the current microarray data showed that *Mbd2* in the colon was also significantly expressed higher in the congenic strain compared with the S (Fig 3C). This result was further confirmed by real-time PCR (p = 0.015) (Fig 3D).

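The probe A_42_P583487, which reads Mbd2, was well above background on all 6 arrays. Its log2 signal was 12.55 in C1, 12.29 in C2 and 12.10 in C3, a mean of 12.31 ± 0.23 (SD, n = 3), and 11.94 in S1, 11.68 in S2 and 11.92 in S3, a mean of 11.85 ± 0.14 (SD, n = 3). The difference was a log2 fold change of 0.47 (standard error 0.20, adjusted p = 0.387 from limma), or 1.38-fold. Every congenic rat was higher than every S rat (exact permutation test, two-sided, p = 0.10, the smallest that 3 rats against 3 allow). Without adjustment the p of limma lay just above 0.05 and that of the methods' t-test below it. With the slide as a block the log2 fold change was 0.70, and it stayed between 0.35 and 0.57 with each rat left out in turn. Pgk1, the reference gene of the real-time PCR, had a log2 fold change of 0.03 (standard error 0.17, adjusted p = 0.945 from limma), a value within the spread between rats that was below 0 in the fits with the slide as a block or without C3, S1 or S3.

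**Figure D2:**
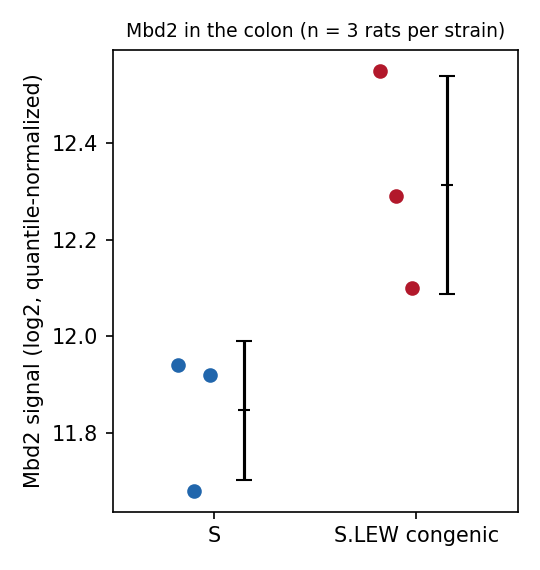
Quantile-normalized log2 signal of the Mbd2 probe, 1 point per rat (blue, S rats; red, S.LEW congenic rats), with the mean and SD of each strain in black (n = 3). The congenic rats lie at 12.10 to 12.55 and the S rats at 11.68 to 11.94.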

**Fig 3:**
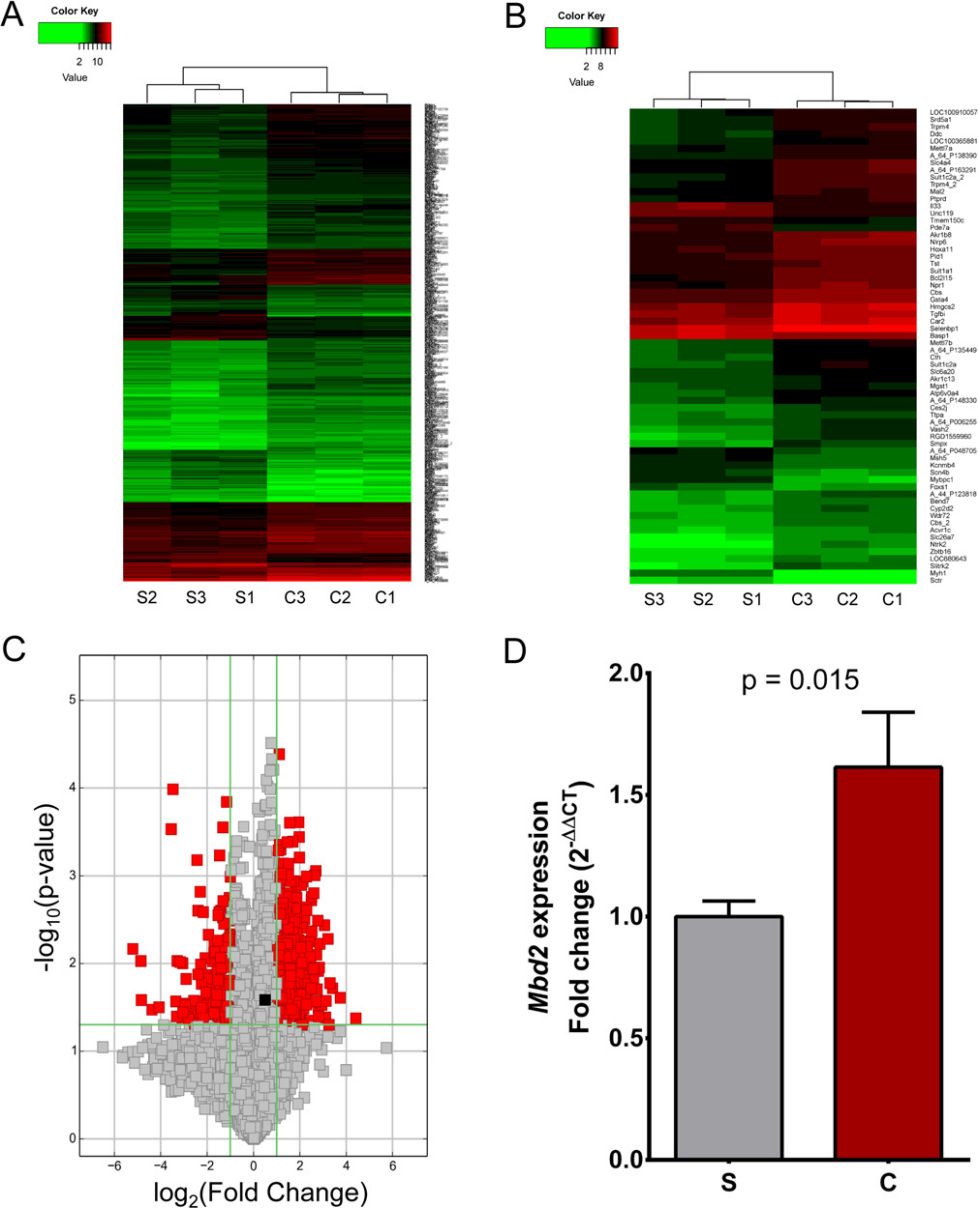
Gene expression profiles in the AOM-treated S and S.LEW congenic rats. (A) Heatmap of differentially expressed genes with a p-value cut-off 0.05 and a fold-change cut-off 2.0 between the S.LEW congenic (C) and S rats (n = 3/group). S1, S2, S3 are 3 individual S rats. C1, C2, C3 are 3 individual S.LEW congenic rats. Gene expression level is shown as a function of color, with lower expression in green and higher expression in red. (B) Heatmap of differentially expressed genes with a p-value cut-off 0.005 and a fold-change cut-off 2.5 between the S.LEW congenic (C) and S rats (n = 3/group). S1, S2, S3 are 3 individual S rats. C1, C2, C3 are 3 individual S.LEW congenic rats. Gene expression level is shown as a function of color, with lower expression in green and higher expression in red. (C) The volcano plot showing the significant up- and down-regulated genes in the S.LEW congenic strain compared with the S (n = 3/group). The horizontal green line represents a p-value with the cut-off 0.05. All the gray and red squares above this horizontal green line represent the differentially expressed genes with statistical significance (p < 0.05). The vertical green lines mark the limits for fold-change with the cut-off value of 2.0, whereby the red squares outside of the area between the two vertical green lines represent the genes with more than 2 fold-change and the gray squares between the two vertical green lines represent the genes with less than 2 fold-change. The black square denotes *Mbd2* with a 1.38 fold increased expression in the congenic strain. (D) Real-time PCR data confirming that colon *Mbd2* was expressed significantly higher in the S.LEW congenic (C) rats compared with the S rats (n = 6/group).

### Functional and pathway enrichment analyses

Fig 4 showed the significantly up-regulated (Fig 4A) and down-regulated (Fig 4B) KEGG pathways in the S.LEW congenic rats compared with the S rats. 

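Pathway membership was tested here with 7 gene lists written from general knowledge of each pathway before the data were examined, since the KEGG lists themselves were not used here. The pathways and the direction tested for each were those that the paper reports from these same arrays. A low p is therefore not independent support for the paper's pathways. Each list was set by a one-sided Fisher's exact test against the genes called by limma at the 2-fold cut-offs, with 1 probe per gene, the brightest, and p values were adjusted over the 7 lists. Of 12396 genes with a symbol, 470 were called higher and 326 lower in the congenic rats. Of the 16 tested carbonic anhydrase and nitrogen metabolism genes, 7 were called higher (0.607 by chance, adjusted p = 3.2e-06, Fisher's exact test). Car2 had a log2 fold change of 1.82 (standard error 0.24) and Car13 one of 2.19 (standard error 0.79), while a dimmer Car13 probe gave 1.67 (standard error 0.94). The brighter Car13 probe, with 2 of 3 S arrays well above background, gave 1.3 without S2 and 2.93 without S1. The mean of this list was higher in every congenic rat than in every S rat. Of the 60 NF-kappa B signaling genes, 9 were called lower (1.58 by chance, adjusted p = 4.28e-05, Fisher's exact test). This list stood 0.94 above its mean over the 6 arrays on the log2 scale in S1 and 0.84 above it in S3, but at -0.47 in S2, within the congenic range of -0.51 to -0.37. Ccl19 had a log2 signal of 14.08 in S1, 5.28 in S2 and 13.78 in S3 and between 3.71 and 5.23 in the congenic rats, of which 1 was well above background. Lck and Lat had log2 fold changes of -3.43 (standard error 1.41) and -3.40 (standard error 1.44), with S2 at the level of the congenic rats for both. Without S2 and without S1 the log2 fold change was -9.38 and -4.98 for Ccl19, -5.19 and -2.53 for Lck and -5.20 and -2.46 for Lat. Without C3 the adjusted p of the NF-kappa B signaling list was 0.0992. Ranking all genes in place of the called ones, camera gave adjusted p values of 2.47e-05 for the carbonic anhydrase list and 1.33e-06 for the NF-kappa B list. With fry, a rotation test that keeps the correlation between genes, they were 0.0297 and 0.193. With a correlation between genes estimated from the arrays, camera gave no adjusted p under 0.05 for any of the 7 lists, from 0.215 to 0.665.

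**Figure D3:**
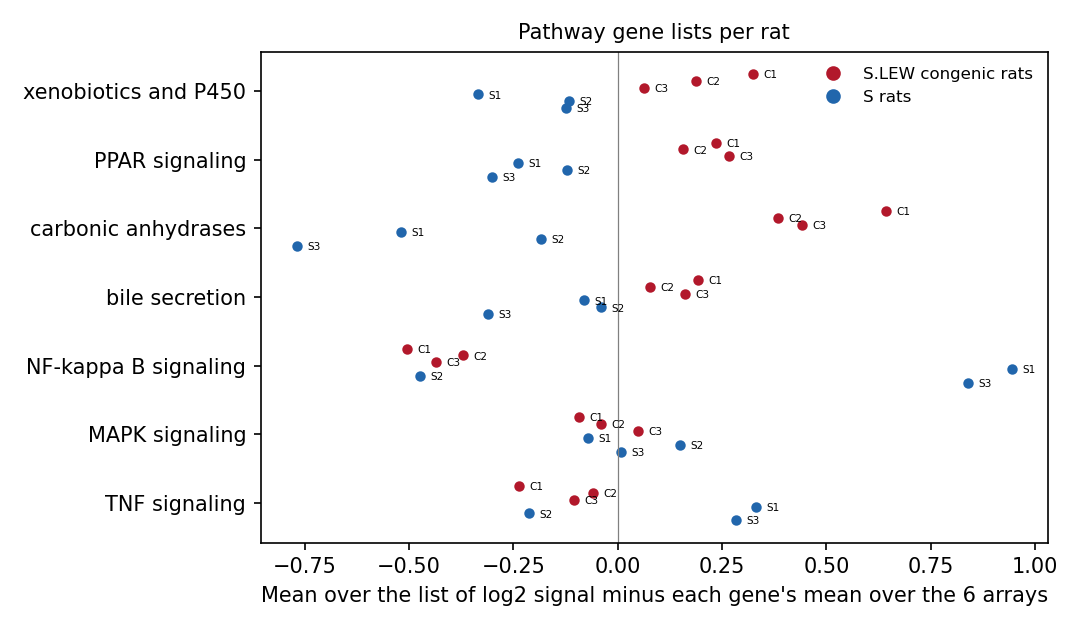
Mean over each pathway list of the log2 signal of its genes minus each gene's mean over the 6 arrays, 1 point per rat (red, S.LEW congenic rats; blue, S rats). The congenic rats lie to the right of all S rats in the upper 4 lists, and S2 lies among or left of the congenic rats in the NF-kappa B and TNF lists.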

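The chemical carcinogenesis pathway was represented by a hand-written list of genes for the conjugation of xenobiotics and cytochrome P450 enzymes. Of its 72 tested genes, 19 were called higher in the S.LEW congenic rats, where 2.73 would be by chance (adjusted p = 8.9e-11, one-sided Fisher's exact test). This was the lowest p of the 7 lists with Fisher's exact test. With camera its adjusted p was 4.01e-06 and that of the NF-kappa B list was lower. Of the 72 genes, 22 had a log2 fold change below 0 and 2 were called lower, and 18 are in S1 Table. The median log2 fold change of the list was 0.49, below the 0.71 of 12 markers of epithelium. Whether a higher share of epithelium in the congenic samples raised the list was not tested. With each rat left out in turn, the adjusted p of the xenobiotic conjugation and cytochrome P450 (chemical carcinogenesis) list stayed between 6.3e-11 and 3.0e-05, and it was 0.0255 with fry, as was that of the PPAR list. The mean of the list was above that of every S rat in each congenic rat. Sult1c2a, a sulfotransferase, had a log2 signal of 10.61 ± 0.35 (SD, n = 3) in the congenic rats and 8.32 ± 0.47 (SD, n = 3) in the S rats, a log2 fold change of 2.29 (standard error 0.31, adjusted p = 0.193 from limma), and its dimmer probe gave 2.50 (standard error 0.31). Cyp2d2, a cytochrome P450, had a log2 fold change of 1.87 (standard error 0.30, adjusted p = 0.203 from limma), and Akr1c14, an aldo-keto reductase, one of 1.73 (standard error 0.45, adjusted p = 0.277 from limma). In all 3 genes the rats of the strains did not overlap.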

Chemical carcinogenesis was the most significantly up-regulated pathway in the congenic rats compared with the S rats (Fig 4A), which was consistent with more colon tumors observed in the congenic strain receiving the chemical carcinogen AOM to induce colorectal carcinogenesis. The top significantly up-regulated and down-regulated biological processes (GO:BP) and molecular functions (GO:MF) in the S.LEW congenic rats compared with the S rats are shown in Figs 5 and 6, respectively.

**Fig 4:**
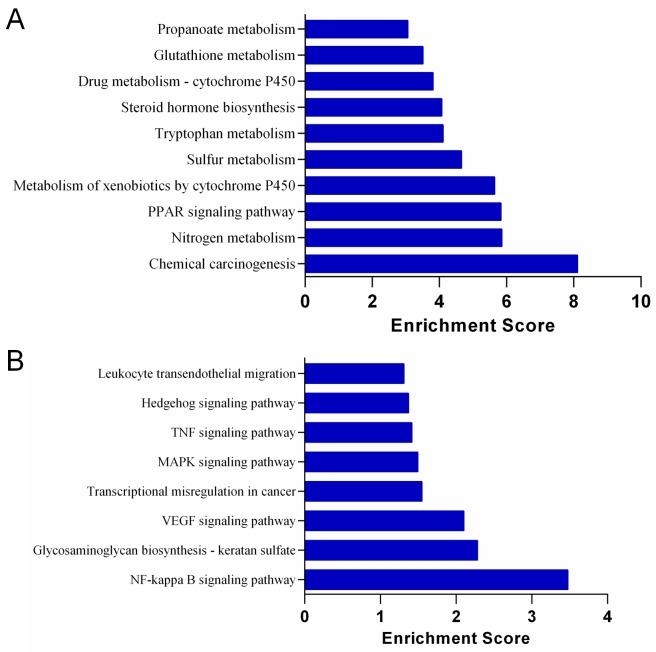
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the AOM-treated S and S.LEW congenic rats. The top significantly up-regulated (A) and down-regulated (B) KEGG pathways of differentially expressed genes in the S.LEW congenic rats compared with the S rats (n = 3/group). “Enrichment Score” = “-log_10_(Fisher p-value)” of the corresponding pathway in the microarray analysis.

**Fig 5:**
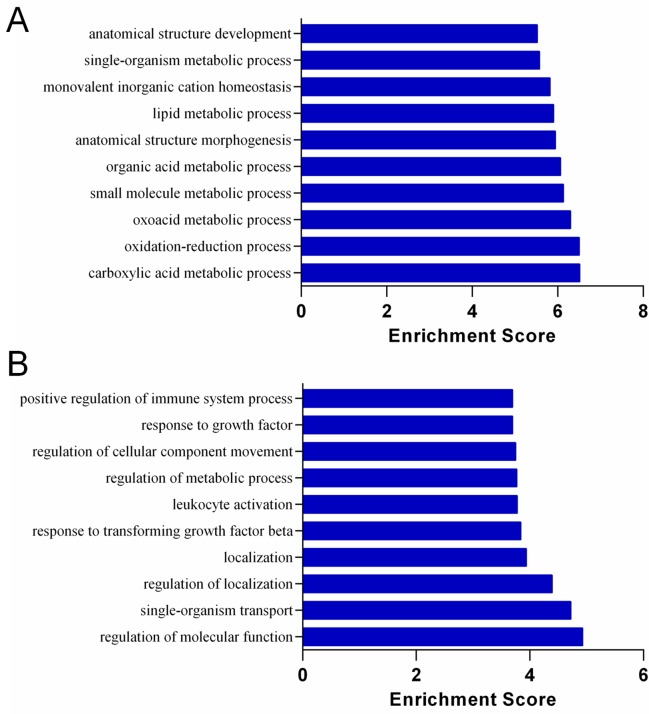
Gene Ontology for Biological Process (GO:BP) in the AOM-treated S and S.LEW congenic rats. The top significantly up-regulated (A) and down-regulated (B) GO:BP terms of differentially expressed genes in the S.LEW congenic rats compared with the S rats (n = 3/group). “Enrichment Score” = “-log_10_(Fisher p-value)” of the corresponding biological process in the microarray analysis.

**Fig 6:**
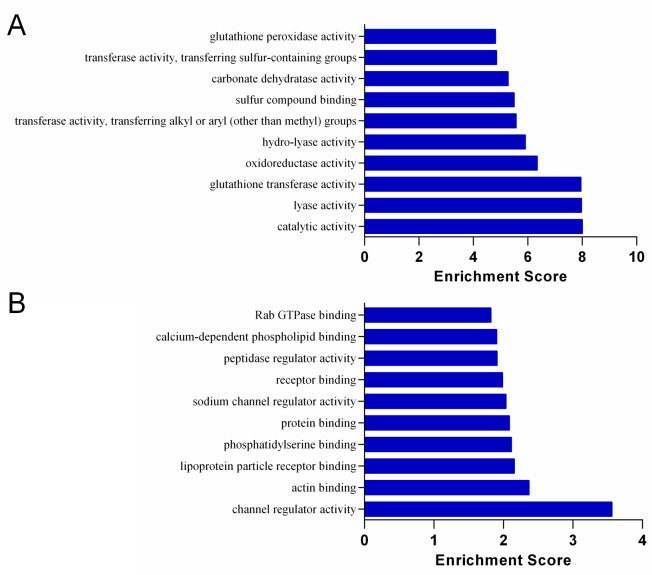
Gene Ontology for Molecular Function (GO:MF) in the AOM-treated S and S.LEW congenic rats. The top significantly up-regulated (A) and down-regulated (B) GO:MF terms of differentially expressed genes in the S.LEW congenic rats compared with the S rats (n = 3/group). “Enrichment Score” = “-log_10_(Fisher p-value)” of the corresponding molecular function in the microarray analysis.

## Discussion

The congenic rat models have been widely used as valuable genetic tools to explore the underlying mechanism of the origin and development of different diseases, including cancer and hypertension. For example, Schaffer BS, *et al* generated a panel of congenic rat strains to precisely map *Emca8*, a QTL located on rat chromosome 5, as genetic determinants of breast cancer susceptibility [17]. To identify blood pressure quantitative trait loci (BP QTLs) on the rat genome, our laboratory has generated several S.LEW congenic strains by transferring chromosomal segments from the normotensive Lewis (LEW) rat onto the genetic background of the hypertensive Dahl S rat. In one of the S.LEW congenic strains, which contains LEW alleles within the <42.5 kb BP QTL region, blood pressure was significantly increased and QT-intervals were significantly shorter compared with the S rat [7]. This BP QTL in rats contains only a single protein-coding gene, rififylin (*Rffl*). The expression of *Rffl* was significantly higher in the hearts and kidneys of the S.LEW congenic strain compared with S and the overexpression of *Rffl* is known to delay endocytic recycling, which has been functionally linked to hypertension [7, 8]. Intriguingly, *Rffl* plays an important role in the regulation of tumorigenesis by mediating tumor suppressor genes and regulating the tumor cell migration [9–11]. Further, the previous microarray study showed that Methyl-CpG Binding Domain Protein 2 (*Mbd2*), which functions as a transcription repressor of tumor suppressor genes, was expressed higher in the hearts (Table 2 in Reference [7]) and kidneys (Table A1 in Reference [8]) of the S.LEW congenic strain compared with S. The overexpression of these two tumor-related genes suggests that the S.LEW congenic strain could be more susceptible to tumorigenesis. After receiving the chemical carcinogen azoxymethane (AOM) to induce colorectal carcinogenesis, the number of colon tumors was significantly higher in the S.LEW congenic strain compared with S (Fig 1B). Using the colon tissues from these tumor rats, the microarray and real-time PCR results both showed that colon *Mbd2* was expressed higher in the S.LEW congenic strain compared with S (Fig 3). Consistently, the S.LEW congenic strain, which had more colon tumors, had lower apoptotic level in the colon (Fig 2). All of these results demonstrate the pleiotropic effects of this <42.5 kb genomic segment on both cardiovascular regulation and tumorigenesis.

Regarding the status of *Rffl* as a candidate gene, the evidence is weak. The microarray dataset did not reveal any differential expression of *Rffl* between the colons of S and S.LEW congenic strain, although evaluation through real-time PCR showed a higher expression of *Rffl* in the congenic strain compared with S. The data was however not statistically significant (data not shown). Therefore, it is possible that other variant/s within the congenic segment independently influence the expression of *Mbd2*. 

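Rffl was read by 2 probes, both well above background on all 6 arrays. The log2 signal of the first was 8.86 ± 0.20 (SD, n = 3) in the congenic rats and 8.65 ± 0.07 (SD, n = 3) in the S rats, and that of the second 8.41 ± 0.04 (SD, n = 3) and 8.21 ± 0.21 (SD, n = 3). Each gave a log2 fold change of 0.21 (standard error 0.18), with adjusted p values from limma of 0.594 and 0.595. The strains overlapped at both probes, with p = 0.20 and 0.30 in two-sided exact permutation tests. With each rat left out in turn, the log2 fold change stayed between 0.10 and 0.30 for the first probe and between 0.11 and 0.32 for the second. Among the genes next to Rffl on chromosome 10 in the GRCr8 assembly, Rad51d (0.0019), Nle1 (-0.09), Zfp830 (-0.18) and Fndc8 (0.31) gave these log2 fold changes. From the lack of a difference in Rffl on the arrays, and from a real-time PCR in which its higher expression in the congenic strain was not statistically significant, the paper reasons that the evidence for Rffl as a candidate gene is weak.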

The studies above conclusively demonstrate that the S.LEW congenic strain is more genetically susceptible to tumorigenesis. To further explore the molecular mechanism of higher susceptibility to tumorigenesis, colonic transcriptome analysis was conducted. Based on the list of the differentially expressed genes between the S.LEW congenic strain and the S rat, the signaling pathways differentially regulated were obtained. Not surprisingly, chemical carcinogenesis, induced through the chemical carcinogen AOM, was the most significantly up-regulated pathway in the congenic rats compared with the S rats (Fig 4A). Interestingly, two other signaling pathways, peroxisome proliferators activated receptors (PPARs) signaling pathway (Fig 4A) and bile secretion (enrichment score: 2.89, data not shown), were also up-regulated in the congenic strain. 

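Of 61 tested PPAR signaling genes, 12 were called higher in the congenic rats by limma (2.31 by chance, adjusted p = 5.7e-06, one-sided Fisher's exact test over the 7 lists). Of 51 bile secretion genes, 9 were called higher (1.93 by chance, adjusted p = 1.5e-04) and 4 lower, and 20 had a log2 fold change below 0, against 17 of the PPAR genes. With each rat left out in turn the adjusted p of the PPAR signaling list stayed at or below 0.00319 and that of the bile secretion list at or below 0.0435. Over all genes of the list, whether called or not, the bile secretion list did not pass 0.05 (adjusted p = 0.0854 with camera and 0.0771 with fry), while the PPAR list did (1.5e-04 and 0.0255). Both lists had a higher mean in every congenic rat than in every S rat. In the PPAR list, Fabp1 had the largest difference, with a log2 signal of 11.48 ± 0.33 (SD, n = 3) in the congenic rats and of 10.03 in S1, 5.76 in S2 and 5.42 in S3. Adipoq, a gene of fat tissue, had a log2 fold change of 1.91 (standard error 0.57, adjusted p = 0.317 from limma). The log2 fold change of Fabp1 was 5.89 without S1 and 3.59 without S3, and that of Adipoq 1.3 without C3. In the bile secretion list, Slc4a4 had log2 fold changes of 1.78 (standard error 0.25) and 1.37 (standard error 0.26) at its 2 probes. Slc51a, with 3.01 (standard error 1.43), had S1 above all congenic rats and was well above background on 2 of 3 S arrays. The log2 fold change of Slc51a was 1.82 without S2 and 4.76 without S1.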

PPARs have been demonstrated to promote tumor cell proliferation and angiogenesis, contributing to cancer development [18]. The transcriptome data demonstrated that the expression level of peroxisome proliferators activated receptor alpha (PPARα), one important component involved in the PPARs signaling pathway, was significantly higher in the congenic strain compared with S (S1 Table). 

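The probe of Ppara had a log2 signal of 7.10 ± 0.43 (SD, n = 3) in the congenic rats and 5.92 ± 0.37 (SD, n = 3) in the S rats and was well above background on all 6 arrays. The log2 fold change was 1.18 (standard error 0.30, adjusted p = 0.275 from limma), or 2.26-fold, and the paper's value in S1 Table is also 2.26. C2, the lowest congenic rat at 6.61, was above S1, the highest S rat at 6.28 (exact permutation test, two-sided, p = 0.10). The unadjusted p was under 0.05 with limma and with the methods' t-test, and the log2 fold change stayed between 0.99 and 1.43 with each rat left out in turn.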

A previous study reported that bile acids can induce PPARα expression and further contribute to colorectal carcinogenesis [19]. Therefore, one possibility is that upregulated secretion of bile acids in the congenic strain could further increase PPARα expression and thereby promote colorectal tumorigenesis.

Since the process of tumorigenesis is complex, it is likely that *Rffl* and *Mbd2* may not be the sole and direct candidate genes regulating tumorigenesis. The transcriptome analysis, which identified a large number of differentially expressed genes, indicates that there are many possibilities of multiple tumor-related signaling pathways being perturbed. The precise causative pathways remain to be sorted from the consequential pathways with further dissection of the congenic segment presented in the current study. For example, mitogen-activated protein kinases (MAPK) pathway was down-regulated in the congenic strain (Fig 4B), which is consistent with a previous study reporting that the down-regulation of MAPK pathway was observed in colorectal cancer [20]. Additionally, the tumor necrosis factor (TNF) pathway was also down-regulated in the congenic rats (Fig 4B). 

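Of 166 tested MAPK signaling genes, 8 were called lower in the congenic rats, where 4.37 would be by chance (adjusted p = 0.0839, one-sided Fisher's exact test over the 7 lists). The median log2 fold change of the list was 0.08. With each rat left out in turn the adjusted p of the MAPK signaling list ranged from 0.0159 without C2 to 0.489 without C1, and it was 0.0481 among the genes called by the methods' t-test. With fry the direction was the opposite (adjusted p = 0.971). The mean of the list did not separate the strains, with -0.09, -0.04 and 0.05 on the log2 scale in the congenic rats and -0.07, 0.15 and 0.01 in S1, S2 and S3. Dusp2, a phosphatase of MAP kinases, was not well above background on any congenic array and was at least 4.59-fold lower in the congenic rats. Its log2 signal was 8.92 in S1, 4.94 in S2 and 7.90 in S3, and the bound was 10.2-fold without S2 and 2.58-fold without S1. Ptpn7 had log2 signals of 11.36 in S1, 5.52 in S2 and 10.77 in S3, against 5.49 to 6.10 in the congenic rats, of which 2 were well above background. Map4k1 likewise had 11.89 in S1, 7.61 in S2 and 11.17 in S3, against 7.33 to 7.76 in the congenic rats.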

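Among 80 tested TNF signaling genes, 3 were called lower in the congenic rats by limma, where 2.10 would be by chance (adjusted p = 0.352, one-sided Fisher's exact test over the 7 lists). At a 2-fold change with no limit on p, the only limit that the methods give for the pathways, the adjusted p of the TNF signaling list was 0.00237. With a limit on both, it was 0.00101 without S2. The list stood at 0.33 on the log2 scale in S1 and 0.28 in S3, and at -0.21 in S2, within the congenic range of -0.24 to -0.06. Tnf itself had log2 signals of 10.00 in S1, 5.64 in S2 and 8.74 in S3 and a mean of 6.33 ± 0.21 (SD, n = 3) in the congenic rats, so that S2 lay below all of them. Its log2 fold change was -1.79 (standard error 1.04, adjusted p = 0.466 from limma), with -3.03 without S2 and -0.85 without S1. Pik3cd had a log2 fold change of -3.67 (standard error 1.13) and Icam1 one of -2.05 (standard error 0.69), and S2 was the lowest of the S rats for both. Without S2 they were -5.05 and -2.88, and without S1 -2.80 and -1.57.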

TNF plays important roles in diverse cellular events, such as apoptosis, necrosis, immune response, proliferation and angiogenesis, and it displays both pro- and anti-tumoral effects coupled with inflammatory mediation [21]. Overall, it is difficult to pinpoint any particular pathway independent of the other pathways, but the data is clear to point out that a short genomic segment could play multiple roles in both cardiovascular regulation and tumorigenesis.

In conclusion, this study has shown that a short genomic segment on rat chromosome 10, which was previously reported as a blood pressure quantitative trait locus and homologous to a GWAS-associated locus for QT-intervals on human chromosome 17, was also involved in tumorigenesis. Despite these important findings, our future perspective is to further investigate the identity of the quantitative trait nucleotides in the congenic segment that regulate the downstream physiological functions. We previously reported that there were 171 variants in this region, but none were exonic variants [7], which suggests that the variants from non-protein coding regions will be important to be considered as candidates for the observed pleiotropic effects.

## Supporting Information

S1 Table List of genes in the heatmap shown in Fig 3A. The list of genes was generated using a p-value cut-off of 0.05 and a fold-change cut-off value of 2.0 in the transcriptome analysis. In the ‘Direction’ column, ‘up’ indicates genes were upregulated in the S.LEW congenic strain compared to S and ‘down’ indicates genes were downregulated in the S.LEW congenic strain compared to S. P-value was calculated using unpaired t-test.
(DOCX) Click here for additional data file.

S2 Table List of genes in the heatmap shown in Fig 3B. The list of genes was generated using a p-value cut-off of 0.005 and a fold-change cut-off value of 2.5 in the transcriptome analysis. In the ‘Direction’ column, ‘up’ indicates genes were upregulated in the S.LEW congenic strain compared to S and ‘down’ indicates genes were downregulated in the S.LEW congenic strain compared to S. P-value was calculated using unpaired t-test.
(DOCX) Click here for additional data file.

# Supplementary material for: Pleiotropic Effect of a High Resolution Mapped Blood Pressure QTL on Tumorigenesis
**Source:** PLoS One. 2016 Apr 13;11(4):e0153519. doi: 10.1371/journal.pone.0153519
**Supplement:** S1 Table — The list of genes was generated using a p-value cut-off of 0.05 and a fold-change cut-off value of 2.0 in the transcriptome analysis. In the ‘Direction’ column, ‘up’ indicates genes were upregulated in the S.LEW congenic strain compared to S and ‘down’ indicates genes were downregulated in the S.LEW congenic strain compared to S. P-value was calculated using unpaired t-test.

**S1 Table. List of genes in the heatmap shown in Fig 3A.**

The list of genes was generated using a p-value cut-off of 0.05 and a fold-change cut-off value of 2.0 in the transcriptome analysis. 

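S1 Table gives, for each transcript past these cut-offs, its fold change between the 3 congenic and 3 S rats and the p of an unpaired t-test without adjustment for the number of probes. Each of its 693 rows was matched to 1 probe through its fold change and p in the authors' deposited log2 values, within 0.02% for the fold and 0.1% for p. Of these probes 692 passed the filter used here, all in the direction of the table, with a median absolute difference of 2e-04 in the log2 fold change and a Pearson correlation of 0.9999 across rows. Limma called 689 of the 693 at the same cut-offs, and the median adjusted p of the table's probes was 0.268 from limma.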

In the ‘Direction’ column, ‘up’ indicates genes were upregulated in the S.LEW congenic strain compared to S and ‘down’ indicates genes were downregulated in the S.LEW congenic strain compared to S. P-value was calculated using unpaired t-test.

# Supplementary material for: Pleiotropic Effect of a High Resolution Mapped Blood Pressure QTL on Tumorigenesis
**Source:** PLoS One. 2016 Apr 13;11(4):e0153519. doi: 10.1371/journal.pone.0153519
**Supplement:** S2 Table — The list of genes was generated using a p-value cut-off of 0.005 and a fold-change cut-off value of 2.5 in the transcriptome analysis. In the ‘Direction’ column, ‘up’ indicates genes were upregulated in the S.LEW congenic strain compared to S and ‘down’ indicates genes were downregulated in the S.LEW congenic strain compared to S. P-value was calculated using unpaired t-test.

**S2 Table. List of genes in the heatmap shown in Fig 3B.**

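S2 Table holds the part of S1 Table that passes narrower cut-offs of the same unpaired t-test. All 66 of its transcripts were matched to a probe and were called at its cut-offs by limma as well as by the methods' t-test on the scanner values. Of the S2 Table probes recovered by limma, 44 were also called with the slide as a block, and between 60 and 65 with each rat left out in turn.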

The list of genes was generated using a p-value cut-off of 0.005 and a fold-change cut-off value of 2.5 in the transcriptome analysis. In the ‘Direction’ column, ‘up’ indicates genes were upregulated in the S.LEW congenic strain compared to S and ‘down’ indicates genes were downregulated in the S.LEW congenic strain compared to S. P-value was calculated using unpaired t-test.

How the deposited data were processed for this re-analysis (not part of the article)

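Gene expression was measured in the colons of 3 S.LEW congenic rats and 3 S rats that had received AOM, with 1 single-color Agilent array per rat. The authors scanned the arrays and processed the images with Feature Extraction, and the deposited scanner files give each spot a background-corrected intensity, which is not yet normalized between arrays. The authors then quantile-normalized the values in GeneSpring and kept probes detected in at least 3 of 6 samples, and the deposited log2 table holds the result for 23997 probes. The tumor counts, TUNEL staining and real-time PCR have no files among those analysed here, and the KEGG and Gene Ontology terms themselves were not used here.

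From the scanner files, control spots and spots flagged as non-uniform or population outliers were left out, the log2 intensities of the spots of each probe were averaged (1390 probes had more than 1 spot, up to 10), and the 6 arrays were quantile-normalized. Probes well above background on at least 3 arrays were tested, 23971 of the 30367 on the array. The signal over background limits the dim probes. Where a probe was not well above background on any array of a strain, only a bound on its change is given. It is the mean of the brighter strain against the mean, over the arrays of the dimmer strain, of the higher of the probe's signal and the lowest signal of any probe well above background. Strains were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment over all tested probes, and counts are given at the cut-offs of the paper, an unadjusted p under 0.05 with a 2-fold change and under 0.005 with a 2.5-fold change. The methods' t-test, unpaired with equal variances, was run on the same values. Exact permutation tests of single genes are two-sided. Plots were drawn with matplotlib 3.10.9. The deposited log2 values served as an alternative.

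Genes were named by matching accessions to RefSeq genes of GRCr8, with 18005 of 30367 probes matched to 15168 genes, and 130 transcripts of S1 Table were named through that table alone. No coordinates are given because the annotation in hand is of another assembly than the array's. Gene lists were matched by current symbol. Of the genes with a tested probe, 2064 of 12396 had more than 1, and list tests used the probe with the highest mean signal.

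The genes named in the text were fixed by a rule before the data were examined: genes that the paper names for these rats (Mbd2, Rffl, Ppara, Pgk1, Casp8, Casp10 and Tnf, of which Casp10 had no tested probe), the 5 largest rises and 5 largest falls past the stringent cut-offs whose strains do not overlap and whose higher strain is well above background on all arrays, the 3 largest rises and falls with a symbol in S1 and S2 Table, and up to 3 genes of each list, some of which are not reported here. The same applies to 7 pathway lists and 11 lists of tissue and cell type markers. The pathways and their directions were taken from what the paper reports on these same arrays. Fisher's exact test, one-sided, was used for the pathway lists, and camera with an inter-gene correlation of 0.01 for the marker lists, each adjusted over its own family. The genes within 5 Mb of Rffl were compared with the other genes by a two-sided Fisher's exact test.

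On simulated data with the probe means and the spread of the congenic arrays, and 200 of 23965 probes changed by a log2 fold change of 2, limma recovered 78.5% of the changed probes at an adjusted p under 0.05 with 3 false calls, and with the spread of each strain 68.5% with 22 false calls. The simulated noise was independent between probes, unlike the real arrays, where S1 and S3 differed from S2 at many probes together. These rates therefore need not hold for the real arrays.  The paper caged each S rat with a congenic rat, and the labels do not say whether rats of the same number shared a cage. The correlations of their deviations from the strain means were -0.02, -0.13 and -0.06 over 23965 probes. With so few rats these values cannot exclude a pairing, and the main fit used none.

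The alternatives were scaling to the 75th percentile, the authors' deposited values, a filter on all 6 arrays or none, the methods' t-test, array weights, the replicate number or the slide as a block, keeping the flagged spots, other list tests and windows, and leaving out each rat in turn. Added after the data were seen were normexp background correction (offset 50) on the median signal, the authors' values with the methods' t-test, and the mean of the lymphoid markers as a covariate.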

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

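The tests of explanations below were chosen after the values had been seen. Both patterns concern marker lists for cell types that the paper does not discuss and were singled out because the list stood higher in the congenic rats than in the S rats, the control strain, on every array.

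Enteroendocrine markers had a median log2 fold change of 1.1 in the congenic strain over 10 genes (adjusted p = 4.42e-05 with camera over the 11 lists, 0.00592 with fry and 0.105 with an estimated correlation between genes). The list mean was higher in 3 of 3 congenic rats than in all S rats. Gcg, the gene of proglucagon, had a log2 fold change of 2.01 (standard error 0.35), Chgb one of 1.6 (standard error 0.34) and Chga one of 1.46 (standard error 0.36), with adjusted p values from limma of 0.203, 0.231 and 0.269; the study had picked 5 of the 10 genes from these arrays in S1 Table. With the lymphoid marker mean as a covariate the list still passed (adjusted p = 0.0258 with camera). Since S1 and S3 alone had the lymphoid signal, that fit compares mainly S2 with the congenic rats. The list mean of S2 was below that of every congenic rat, but a single S rat cannot exclude dilution of the S samples by lymphoid tissue. A higher share of epithelium in the congenic pieces would raise all epithelial markers alike, but the enteroendocrine genes rose by 0.55 more than the pan-epithelial genes on the log2 scale (permutation test across genes, two-sided, p = 0.0051, with genes that are not independent replicates). A difference in which part of the colon was taken was not tested and stays open, as does a strain difference in enteroendocrine cells.

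Pan-epithelial markers had a median log2 fold change of 0.71 over 12 genes (adjusted p = 3.0e-04 with camera, 0.125 with fry and 0.482 with an estimated correlation). Vil1 and Krt19 had log2 fold changes of 1.02 (standard error 0.28) and 0.94 (standard error 0.30), and that of Krt8 was 0.89 (standard error 0.38). With the lymphoid marker mean as a covariate the adjusted p was 0.0698, so a lower share of epithelium in the S samples with lymphoid signal and a strain difference cannot be told apart, since that signal is itself found in S rats alone.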

How the results depend on the processing

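The mean lymphoid signal as a covariate, normexp on the median signal and the authors' values with the methods' t-test were chosen after seeing the data. Normexp on the mean signal, as set beforehand, was not run, and the median signal took its place.

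The lists of xenobiotic, PPAR and carbonic anhydrase genes passed in the same direction under every alternative except camera with an estimated correlation, with which none of the 7 lists did (adjusted p from 0.215 to 0.665). The log2 fold change of Ppara kept its sign and an unadjusted p under 0.05 in all. Bile secretion otherwise failed only over whole lists (adjusted p = 0.0854 with camera, 0.0771 with fry). Among the main results of the comparisons, 393 values under an alternative kept their direction and side of the threshold, or for counts stayed within 1.5 times. Of the other main results 49 counts moved, 28 results came to pass the threshold, 22 no longer passed it and 24 changed direction. Among the results outside the main ones, 952 values stayed the same, 48 became stronger, 119 became weaker and 18 changed direction.

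Counts of called probes moved with the test. At the 2-fold cut-offs limma called 775 probes at p under 0.05 and 2-fold, up in the congenic strain, and 563 down, and the methods' t-test 514 and 172. At the stringent cut-offs limma called 169 probes at p under 0.005 and 2.5-fold, up, and 49 probes at p under 0.005 and 2.5-fold, down, and the methods' t-test 53 and 13, with 0 probes left after adjustment by either, where limma gave 3108 and the methods' t-test 2585 at an unadjusted p under 0.05. Array weights, which gave S2 a weight of 0.159 and S3 one of 4.89, called 2001 and 1643, then 827 and 979, and 4835 and 3711 at an adjusted p under 0.05. Leaving out each rat gave 476 to 2399 higher and 186 to 1725 lower, 78 to 804 and 17 to 1053 at the stringent cut-offs, and 0 to 3007 probes at BH adjusted p under 0.05, up in the congenic strain, and 0 to 2555 probes at BH adjusted p under 0.05, down in it. The highest counts were those without S2 and the lowest at the unadjusted cut-offs those without S3. Without S1, 32 and 9 passed the adjustment. Without S2 the S strain is S1 and S3 alone, whose arrays correlate at 0.980. The slide as a block called 225 lower, 74 higher and 21 lower at the stringent cut-offs, and 453 of the S1 Table probes recovered by limma. Scaling to the 75th percentile gave 78 lower at the stringent cut-offs and 1 after adjustment, and 47.7% of its 2-fold calls were higher in the congenic strain, against 57.9% after quantile normalization. The filter on all 6 arrays gave 342 and 26 lower, with fewer probes tested. Normexp gave 359 higher, 89 higher and 20 lower at the stringent cut-offs, 332 S1 Table probes recovered, 36 S2 Table probes recovered, and 48.8% higher. The authors' values with the methods' t-test gave 515 and 178, and 53 and 13. With the lymphoid covariate 457 and 374 were called, and 318 of the S1 Table probes. Of the 1338 probes called at the 2-fold cut-offs, 373 were also called with it and 1234 without S2. The cause of the other movements was not tested.

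Whether same-numbered rats shared a cage is not stated. With the replicate block 94 probes were lower at the stringent cut-offs, the proliferation markers had an adjusted p of 0.052 and the genes around Rffl a p of 0.848.

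Mbd2 lay just above an unadjusted p of 0.05 with limma and below it with 75th percentile scaling (0.50), normexp (0.46), either other filter or the methods' t-test (0.47 in each, as with the authors' values in the t-test), array weights (0.41), the slide as a block (0.70), the lymphoid covariate (0.62) and without C3. Leaving out each rat gave 0.35 to 0.57. No adjusted p passed 0.05.

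The MAPK signaling list, at an adjusted p of 0.0839, passed with normexp (0.00904), the filter on all 6 arrays (0.046), the methods' t-test (0.0481), array weights (0.038) and the slide as a block (0.0307), ranged from 0.0159 to 0.489 with a rat left out, and changed direction with fry (0.971). The TNF signaling list, at 0.352, passed with normexp (0.0252), array weights (0.000619) and 2-fold alone (0.00237), ranged from 0.00101 to 0.80 with a rat left out, changing direction without C1, and had 0.743 with the lymphoid covariate. The NF-kappa B signaling list ranged from 1.1e-10 to 0.0992 with a rat left out, was 0.193 with fry, and with the lymphoid covariate had 0.743 and the opposite direction. The cause was not tested for these, apart from the lymphoid covariate treated under the other observations.

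The skeletal muscle markers, at 0.0506, passed with 75th percentile scaling (0.0378), normexp (0.0484) and the lymphoid covariate (1.31e-05), and ranged from 3.97e-05 to 0.795 with a rat left out. With fry, smooth muscle (0.28), lymphoid (0.153), pan-epithelial (0.125), proliferation (0.524) and Hox markers (0.125) failed and apoptosis markers turned (0.758). With an estimated correlation, smooth muscle (0.57), lymphoid (0.482), pan-epithelial (0.482), enteroendocrine (0.105), proliferation (0.628) and Hox markers (0.482) failed. With the lymphoid covariate, pan-epithelial (0.0698) and Hox markers (0.231) failed, and smooth muscle (0.221), lymphoid (0.581), proliferation (0.374) and apoptosis markers (0.231) changed sign. Goblet cell markers changed sign with normexp (0.409). Leaving out each rat gave 0.00043 to 0.0816 for smooth muscle markers, 0.0383 to 0.795 for absorptive colonocyte markers, 0.00348 to 0.294 for proliferation markers, 0.0836 to 0.433 for Wnt targets markers and 0.433 to 0.82 for apoptosis markers. Smooth muscle failed without S1, proliferation without C3, S1 or S3, and colonocyte markers passed without S1. The cause was not tested.

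The genes around Rffl on chromosome 10 never passed. Their share lay above that of other genes with the filter on all 6 arrays (0.824), no filter (0.544), the methods' t-test (0.161) and a 1 Mb window (0.649), and p ranged from 0.388 to 1.0 with a rat left out.

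Among single genes, the Pgk1 log2 fold change was -0.052 with the slide as a block and ranged from -0.034 to 0.094 over the rats left out. With the lymphoid covariate the log2 fold changes were -0.10 for Pgk1, 0.86 for Casp8, 0.72 for Tnf, -0.029 for the second probe of Rffl, listed as Rffl log2 fold change (A_64_P089565), 0.056 for Lck, 0.19 for Lat, 0.28 for Ptpn7, 0.010 for Map3k8, a Lmod1 log2 fold change of -0.41, -0.65 for Cnn1, 0.53 for Ptprc, 0.53 for Mcm2, 0.21 for Rrm2, -0.17 for Notum and -0.49 for Casp12.

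The signal over background limits the dim genes Retnlb, Mybpc1, Myh1, Slitrk2 and Dusp2 to bounds.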

Differences from the paper's values

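The paper's counts at the 2-fold cut-offs are 515 higher and 178 lower in the congenic strain, and limma gave 775 and 563. Among the alternatives set before the data were examined, the methods' t-test on the scanner values (514 and 172) and the slide as a block (551 and 225) came within 1.5 times the paper's counts in both directions. For the higher count alone this also held for 75th percentile scaling (692), the filter on all 6 arrays (679) and the fits without C1 (688), C2 (708), C3 (690), S1 (570) or S3 (476), and for the lower count alone without S3 (186), so that the fit without S3 was within it in both directions too. Normexp (359) and the lymphoid covariate (457), both chosen after seeing the data, came within it for the higher count alone. The deposited values with limma, no filter, array weights, the replicate block, keeping the outlier spots and leaving out S2 did not come within it in either direction.

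At the stringent cut-offs the paper gives 53 higher and 13 lower, and limma gave 169 and 49. The methods' t-test gave the paper's 53 and 13. For the higher count the slide as a block (74) and the fit without S3 (78) also came within 1.5 times, and for the lower count the fit without S3 (17). The other alternatives set before the data were examined did not. The authors' deposited values with the methods' t-test, a setting chosen after seeing the data, gave the paper's counts exactly at both cut-offs, and the paper's statistics section names Student's t-test and S1 Table an unpaired t-test.

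The paper describes Mbd2 as significantly higher on the arrays. Here it was 0.47 higher on the log2 scale with an unadjusted p of limma just above 0.05 and an adjusted p of 0.387, and below 0.05 without adjustment with the methods' t-test and the other settings named under the dependence on processing. The paper shows the MAPK and TNF pathways as lower in the congenic rats. The hand-written lists used here had adjusted p values of 0.0839 and 0.352 by limma, and passed for MAPK with normexp (chosen after seeing the data), the filter on all 6 arrays, the methods' t-test, array weights, the slide as a block and without C2, S1 or S3, and for TNF with normexp, array weights, 2-fold alone and without S2.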

Other observations

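The tests of explanations in this part were chosen after the values had been seen, apart from the marker lists, the window around Rffl and the splits of the arrays for lists.

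Of the 11 marker lists, that of lymphoid tissue differed most between arrays. The mean of the 14 genes stood at 3.43 above its mean over the arrays on the log2 scale in S1 and 3.01 in S3, and at -1.61 in S2, -1.66 in C1, -1.71 in C2 and -1.46 in C3. The median log2 fold change between strains was -3.23 (adjusted p = 1.87e-06 with camera, 0.153 with fry, 0.482 with an estimated correlation). Ptprc, the gene of CD45, was at 14.26 in S1, 6.72 in S2 and 13.85 in S3, and at 6.80 to 7.51 in the congenic rats. Coro1a was at 15.62 in S1, 10.16 in S2 and 15.04 in S3. Brighter arrays are argued against: S1 and S3 had the highest raw intensities, but the smooth muscle markers stood at -1.57 in S1 and -0.65 in S3. The slide is argued against, since C1 (-1.66) and S2 shared slide 1 with S1 and S3. A candidate explanation is that the colon pieces of S1 and S3 held lymphoid tissue, such as follicles or a lymph node. Over 2-fold above every congenic array were 13 of the 14 genes in S1 and 13 in S3, with 0 in S2. This count is of the genes and arrays that raised the question, so it describes the pattern and does not test its source. The exception in S1 and S3 was Pax5, whose name is given after its values were seen. Of the 14 genes, 4 are also in a pathway list and 1 was picked by the study in S1 Table. Whether the cells came with inflammation stays open: the median of 17 myeloid markers, a list written after the lymphoid pattern was seen, stood 1.05 above its congenic mean in S1 and 1.25 in S3 on the log2 scale, with -0.34 in S2. Lyz2 was at 15.66 in S1 and 15.20 in S3 against 11.68 to 12.19 in the congenic rats, but 7 of the 17 were below their congenic mean in S1 and 3 in S3, and Cd163 was at 4.88 in S1 and 5.69 in S3 against 6.67 to 7.98. A first form of this test, against the mean of the 4 other arrays, gave 0.76 and 1.35 and was set aside because those arrays had been picked by their values. A difference in inflammation or tumors between individual rats was not tested.

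With the lymphoid marker mean as a covariate, the probes called at the 2-fold cut-offs fell in both directions, from 775 to 457 higher and from 563 to 374 lower. The NF-kappa B list had 1 of 60 genes called lower, against 9 without it (adjusted p = 0.743, against 4.23e-11 with array weights to 0.381 with camera and an estimated correlation among the other alternatives of the NF-kappa B signaling list), and Casp8 and Tnf changed sign. Casp8 was at 9.65 in S1, 6.76 in S2 and 9.29 in S3, with 7.62 ± 0.21 (SD, n = 3) in the congenic rats. Lymphoid tissue in S1 and S3 is thus a candidate explanation for the lower NF-kappa B list; 4 of its 60 genes are in the lymphoid list. The covariate left all 4 lists that were higher in the congenic strain past 0.05, with adjusted p values up to 0.00981. Since the lymphoid mean was high in S1 and S3 alone, this fit compares mainly S2 with the congenic rats. In each of these 4 lists the mean of S2 lay below that of every congenic rat. As 1 S rat that could be mislabelled, S2 cannot settle whether the lymphoid share is their whole cause. A strain difference or another difference in the tissue taken, such as its share of epithelium, stays open for these lists. The covariate leaves 3 residual degrees of freedom.

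S2 stood with the congenic rats in overall expression. If it were a mislabelled congenic rat, its array should lie no farther from a pair of congenic arrays than the remaining congenic array does. It had 1521 to 1973 probes over 2-fold away from such a pair, against 1206 to 1323 for the congenic arrays and 3817 to 5982 for S1 and S3. A first form of the test gave 10.2% of 1857 probes, called without S2 at the stringent cut-offs, at which S2 was nearer the other S rats, while left-out congenic rats were nearer the S rats at 9.93% to 45.7%. A mislabelled congenic rat and an S rat whose sample lacked lymphoid tissue cannot be told apart by these counts, since the margin over the congenic arrays is small. S2 did share the S level of Mybpc1 (7.63) and Retnlb (10.32), genes that were called with S2 in the S group.

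Mybpc1 was at 7.63 to 8.23 in the S rats and Myh1 at 5.87 to 6.46, while neither was well above background in any congenic rat. Both are genes of skeletal muscle, and muscle in the S pieces would bring its other transcripts. Of 14 other skeletal muscle markers, 1 (Tnnt3) was higher in all 3 S rats than in all congenic rats. Above every congenic rat were 3 of the 14 in S1, 9 in S2 and 6 in S3, among them Tnnc2 at 12.02 in S2 against 8.50 to 9.34 in the congenic rats, and Eno3 at 12.15 in S2 and 12.33 in S3 against 10.74 to 11.09. These 3 genes were named after their values were seen. Skeletal muscle in the S pieces and a strain difference in Mybpc1 and Myh1 cannot be told apart. A small share would be hidden at markers already bright in the colon, and the dim markers were mixed. In S1, Myh2 (2.67) and Pvalb (4.21) stood below every congenic rat, but Myl11 (6.91) stood above them all. Myh2 was at 10.94 in S2 and 8.36 in S3, against 3.87 to 6.50 in the congenic rats. These dim markers too were picked after their values were seen. A first form of this test, over the markers below the level of Mybpc1, was set aside because it compared levels of different probes. The list of 16, which holds Mybpc1 and Myh1 themselves, had a median log2 fold change of -0.38 (adjusted p = 0.0506 with camera, 0.125 with fry). The 14 others had a median of -0.14 and a mean of -0.22, with no test of their own. How the probes of these genes bind in each strain was not tested.

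Of the other marker lists, smooth muscle had a median log2 fold change of 0.98 (adjusted p = 0.00863), with Lmod1, Cnn1 and Smtn at 1.49, 1.29 and 1.12. These 3 genes were at 0.83, 0.47 and 0.78 without S1 and at 2.44, 2.24 and 1.65 without S2. The list mean of S2 (0.72) lay above those of the congenic rats (0.41 to 0.66), so that the difference came from S1 (-1.57) and S3 (-0.65). Hox genes had a median of 0.84 (0.00184), with Hoxb7, Hoxb8 and Hoxa11 at 2.15, 1.94 and 1.61, while 3 of 16 were below 0, the lowest at -2.01. Without S1 Hoxb7 was at 3.05 and Hoxb8 at 2.70, and without S2 Hoxb7 was at 1.54. The list mean of S2 (0.07) lay above that of C2 (-0.01). Proliferation markers had -0.40 (0.0401), with Birc5, Mcm2 and Rrm2 at -0.85, -0.75 and -0.48, and S2 (-0.45) lay within the congenic range of -0.63 to 0.18. None of these 3 lists passed with fry. Absorptive colonocyte markers had 0.63 (0.243), with Slc26a3 at 1.07 and Krt20 at 0.99, and 3 of 9 genes below 0, the lowest at -1.09. Wnt targets had 0.40 (0.22), with Rnf43 and Ccnd1 at 1.08 and 0.81, and 2 of 8 below 0, the lowest at -2.46. Apoptosis genes had a median of 0.16 and a mean of -0.09 (0.805), with Cycs at 0.78 and Fadd at 0.45, and 8 of 18 below 0, the lowest at -1.16 among those well above background in both strains. Goblet cell genes had a median of 0.11 and a mean of -0.34 (0.602), with Spdef at 1.25, Zg16 at 0.96 and Agr2 at 0.76. Of these genes 3 of 7 were below 0, of which Retnlb is known only as a bound. The mean includes the fitted -5.21 of Retnlb, so no direction is read from its sign. The log2 fold changes of the rest ran from -0.21 to 1.25.

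Of 102 genes within 5 Mb of Rffl in GRCr8, 6 were called at the 2-fold cut-offs (5.88%), against 6.43% of the other 12294 genes (two-sided Fisher's exact test, p = 1.0). Within 1 Mb 2 of 22 were called, Ccl2 and Ccl11, which were singled out after their values were seen. No excess of changed genes near the segment was detectable. The paper gives Rffl as the only protein-coding gene of the segment, so nearly all genes in both windows lie outside it. The test therefore says little about an effect within the segment.

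Chance can not be excluded as the source of the counts, because 3 rats against 3 make 10 splits and no share can fall under 0.1. As many probes were called at the 2-fold cut-offs in 2 of the 10 splits, at the stringent cut-offs in 1 and after adjustment, where 0 were called, in 10. The pathway lists that passed were as many in 1 split, and the marker lists in 2. Each of these counts includes the real split itself. The pathway lists and their directions came from the paper's comparison of the real strains, so their count favors the real split.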
